# ARMOUR – A Rice miRNA: mRNA Interaction Resource

**DOI:** 10.3389/fpls.2018.00602

**Published:** 2018-05-08

**Authors:** Neeti Sanan-Mishra, Anita Tripathi, Kavita Goswami, Rohit N. Shukla, Madavan Vasudevan, Hitesh Goswami

**Keywords:** miRNA, database, target, gene annotation, pathway, expression

## Abstract

ARMOUR was developed as A Rice miRNA:mRNA interaction resource. This informative and interactive database includes the experimentally validated expression profiles of miRNAs under different developmental and abiotic stress conditions across seven Indian rice cultivars. This comprehensive database covers 689 known and 1664 predicted novel miRNAs and their expression profiles in more than 38 different tissues or conditions along with their predicted/known target transcripts. The understanding of miRNA:mRNA interactome in regulation of functional cellular machinery is supported by the sequence information of the mature and hairpin structures. ARMOUR provides flexibility to users in querying the database using multiple ways like known gene identifiers, gene ontology identifiers, KEGG identifiers and also allows on the fly fold change analysis and sequence search query with inbuilt BLAST algorithm. ARMOUR database provides a cohesive platform for novel and mature miRNAs and their expression in different experimental conditions and allows searching for their interacting mRNA targets, GO annotation and their involvement in various biological pathways. The ARMOUR database includes a provision for adding more experimental data from users, with an aim to develop it as a platform for sharing and comparing experimental data contributed by research groups working on rice.

## Introduction

MicroRNAs are a class of non-coding RNAs that are transcribed from different loci in the genome and play a vital role in the regulation of gene expression at the transcriptional and post-transcriptional levels (Carthew and Sontheimer, 2009). The miRNAs mainly act to down-regulate cognate transcripts in a sequence specific manner. A single miRNA may regulate the expression of many target transcripts and thus acts as a probable master-switch in biological processes related to growth, development and response to environment (Djami-Tchatchou et al., 2017; Sharma et al., 2017). In plants, a miRNA gene is transcribed by RNA polymerase II into a primary miRNA transcript which is processed by DCL1 (DICER like 1) protein into a hairpin intermediate, called precursor miRNA (pre-miRNA). This is further acted upon by DCL1 to generate 20-24 nt long miRNA/miRNA^∗^ duplex in the nucleus. The duplex is then transported to cytoplasm where it is incorporated into the RISC (RNA inducing silencing complex) to guide the AGO (argonaute) protein which results in mRNA cleavage or translational repression (Bartel, 2004; Beauclair et al., 2010). The biogenesis and function of miRNA has been described and reviewed in many articles (Yang and Li, 2012; Tripathi et al., 2015; Mittal et al., 2016). Increasingly, the role of miRNAs is turning out to be much more complex than predicted earlier.

The advent of next generation sequencing (NGS) technologies along with computational approaches have revolutionized the identification and prediction of miRNAs and their targets (Motameny et al., 2010). The experimental validations and related studies have detailed the criteria for miRNA classification and this has formed the basis for several computational algorithms to screen NGS data sets (Unamba et al., 2015; Axtell and Meyers, 2018). Thus NGS is actively replacing hybridization-based methods to catalog and quantify miRNAs in a comprehensive and precise manner (Tripathi et al., 2015). The NGS data sets have also been useful in unraveling the transcriptome profiles thereby providing information on miRNA targets. Our early experiments reported the identification of tissue-preferential (Mittal et al., 2013) and stress-induced (Tripathi et al., 2015, 2018; Sharma et al., 2015; Goswami et al., 2017; Khan et al., 2018) expression patterns of rice miRNAs.

As on date around 10 rice miRNA database are available (**Supplementary Table S1**). The primary resources for rice miRNAs include miRBase^1^ (Griffiths-Jones, 2004; Griffiths-Jones et al., 2006, 2008) and Plant microRNA Database (PMRD^2^) (Zhang et al., 2009). In addition NCBI GEO/SRA has more than 30 experimental series comprising of hundreds of samples profiled for miRNA using high throughput sequencing approach. The miRBase contains 592 precursors and 713 mature rice miRNAs in the latest release (Version 21) (Kozomara and Griffiths-Jones, 2014) while PMRD contains 2773 miRNAs containing both experimentally validated and computationally predicted sequences (Zhang et al., 2010). PMRD also contains the promoter and miRNA target information for rice miRNAs. Studies based on miRNA sequences and that of their validated targets have facilitated identification of specific binding principles that led to the development of specific target prediction algorithms including psRNATarget^3^, PicTar (Krek et al., 2005), TargetScan (Lewis et al., 2003) and their combinations. These programs, however, are prone to report a large number of false positive targets. A number of related tools are also available for predicting the biological function of miRNAs and their targets genes like rice gene expression database (ROAD) (Cao et al., 2012), experimentally validated target gene expression database (PMTED^4^) (Sun et al., 2013), plant miRNA expression atlas database and web applications (PmiRExAT^5^) (Gurjar et al., 2016), rice expression profile database (RiceXPro^6^) (Sato et al., 2010), plant miRNA target identification tool (Target-align^7^ (Xie and Zhang, 2010), web server for the prediction of plant miRNA targets (TAPIR^8^) (Bonnet et al., 2010). These and similar databases provide the information relating to specific aspects only, for one or more plants. ARMOUR was designed to provide a cohesive database for complete analysis related to miRNAs in different rice varieties, that is not available so far.

The study of miRNA guided regulatory networks can spread a new light on genetic enhancements of stress tolerance in plants. Undoubtedly NGS has proven to be vital in detecting known and novel miRNAs and measuring their expression changes in rice (Fahlgren et al., 2007; Yang et al., 2011). The accumulation of this data has generated the need for a comprehensive and integrated database of miRNA:mRNA expression profile information and target information, implemented with biologist friendly user interface (UI) or user experience (UX). We present ARMOUR database that consolidates extensive datasets of miRNA deep sequencing studies in different rice varieties under various experimental conditions. It’s UX is designed with four different ways to interact with the database to examine the miRNA:mRNA interaction, with readily accessible information on expression levels. It provides a single platform for integrating information relating to genomic location, expression profiles, biological features, gene ontology and KEGG association for rice miRNA and their targets.

## Materials and Methods

### Database Design

The UI was designed using HTML5 (Hyper Text Markup Language) and CSS (Cascading Style Sheets). All data for ARMOUR was stored in MySQL v5.6 database, which is a Relational Database Management System (RDBMS) and the most preferred choice for biological databases. In ARMOUR the UX is powered by Hypertext Preprocessor (PHP) and jQuery, while SQL queries were optimized for memory efficient data retrieval and specialized scripts were used for hassle free database updating. The application programming interface (API) is unique feature of the database design and schema (**Figure 1**). ER (Entity Relationship) tool was used to create an ER diagram that places a total of 13 tables representing comprehensive and heterogeneous information related to miRNA and mRNA that are seamlessly connected in ARMOUR. The UI or UX was designed in four different ways to interact with the database to examine the miRNA:mRNA interaction with expression level information readily accessible (**Figure 2**). ARMOUR database is designed to be both potable (multiple applications can be developed on the database) and scalable (additional data can be updated time to time) without changing the design.

**FIGURE 1:**
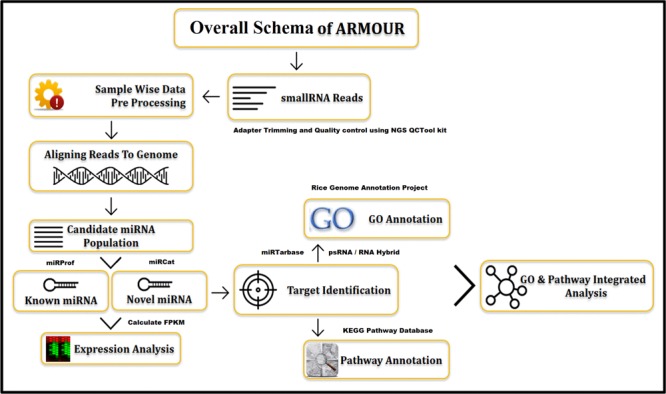
Overall schema of database development and functionality representation.

**FIGURE 2:**
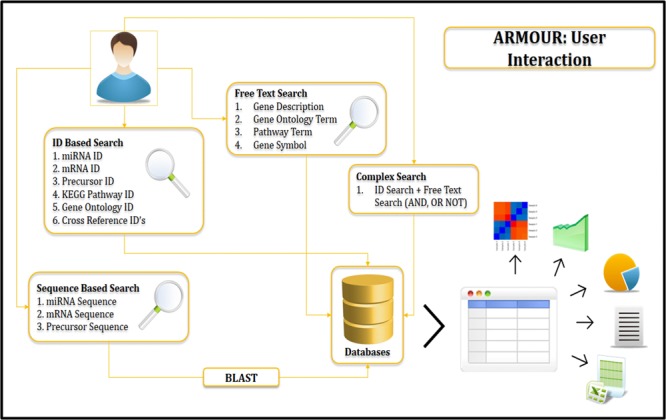
Database design and user interaction.

### Database Content

The database includes miRNAs identified from seven varieties of rice under 38 different developmental and stressed conditions (**Table 1**) representing leaf, root, flag-leaf, and panicle tissues of seven varieties of rice grown under normal, salt stress and heat stress conditions. 

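Of these conditions, 4 small RNA libraries of Pusa Basmati, a basmati rice cultivar that Table 1 gives as susceptible, were analysed, with 1 library each for flag leaf and panicle under normal and heat stress conditions. According to the sample records, the plants grew at 28 °C and 70% humidity with 16 h of light and 8 h of dark, and the heat stress lasted 6 h at 42 °C. RNA in the small size range was purified from a gel before the libraries were made. In the flag leaf, reads of 24 nt, the length of most small interfering RNAs of plants, made up 20.1% of the control library and 48.7% of the heat library. Reads of 21 nt, the length of most plant miRNAs, made up 27.3% of the flag leaf control library and 15.9% of the flag leaf heat library. Over distinct sequences in place of reads, the shares in flag leaf control and heat were 43.1% and 54.9% for 24 nt, and 10.3% and 9.77% for 21 nt. In the panicle, the share of 24 nt reads was 18.2% under normal conditions and 9.25% after heat, and that of 21 nt reads was 11.9% and 6.64%. Uracil was the first base of 72.8% of the 21 nt reads in flag leaf control, 56.2% in flag leaf heat, 68.3% in panicle control and 57.9% in panicle heat, and adenine that of 51.1%, 43.1%, 55.8% and 54.5% of the 24 nt reads in the same order. The deposited counts summed to 26235975 reads for flag leaf control, 19700334 for flag leaf heat, 26175737 for panicle control and 22696199 for panicle heat. At this depth the exact (Clopper-Pearson) 95% confidence interval of the largest share was 48.65 to 48.69%, which covers counting error only. As there was 1 library per condition, differences between 2 libraries have no replicate check, and no p-value was computed for them. The authors deposited, for each library, every distinct read sequence with its count, and the adapter trimming behind these files is not given in the sources used here. The flag leaf files held reads of 7 to 28 nt and the panicle files reads of 7 to 41 nt, so that the longest reads entered the totals of the panicle only. Starting from these counts, 64 mature miRNA sequences of 32 families and the 10 miRNAs of Supplementary Table S2 were counted by exact sequence, 70 different sequences in all. Names outside Table S2 were given from general knowledge of miRBase, with no reference genome, so each name stands for the sequence printed with it. Expression was the RPM over all reads of the library, and Fold Change (FC) was the difference of the log2 RPM values after 0.5 read was added to each count. FC was examined for the 37 sequences with a mean of at least 10 RPM over the 4 libraries, with a cut off of 1 in either direction.

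**Figure D1:**
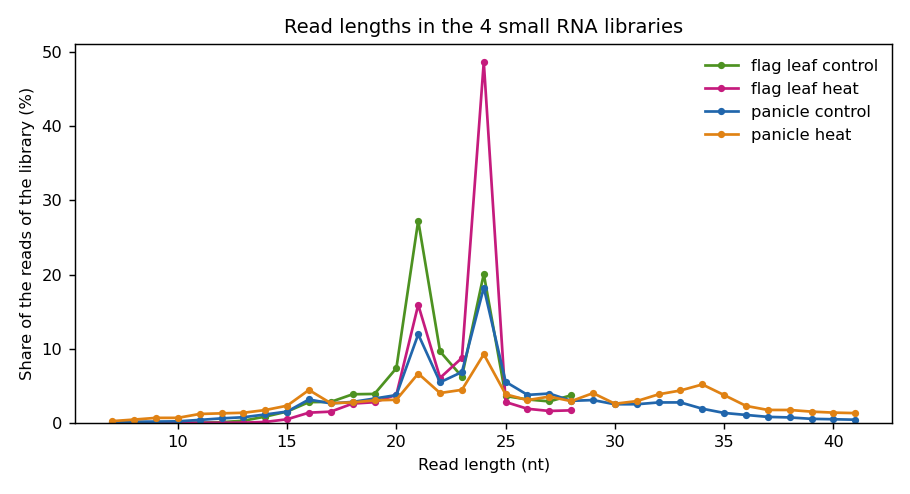
Share of the reads of each library (%) by read length (nt) in flag leaf and panicle under control and heat conditions, 1 library per line. The peak at 24 nt is at 48.7% in flag leaf heat and at 9.25% in panicle heat, and the flag leaf lines end at 28 nt.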

The cultivars used are traditional Pusa Basmati 1, dwarf Annapurna, high yielding Lalat, dry season Satabdi, heat-susceptible BPT 5206, salt-tolerant Pokkali and drought/heat-tolerant Nagina 22. The known or identified rice miRNAs were retrieved from miRBase Rel 21 and searched in the NGS libraries while the novel putative miRNAs were predicted using miRcat tool in sRNA Workbench from rice genes or transcripts (Stocks et al., 2012). The database includes 689 known and 1664 predicted novel miRNAs (**Table 2**). 

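Of the 70 miRNA sequences counted, 57 had at least 1 read in flag leaf control, 61 in flag leaf heat, 54 in panicle control and 49 in panicle heat. Sequences found in each of the 4 libraries numbered 46, and 4 were found in none: miR159c (ATTGGATTGAAGGGAGCTCCA), miR159d (ATTGGATTGAAGGGAGCTCCG), miR395b (GTGAAGTGTTTGGGGGAACTC) and miR398a (TGTGTTCTCAGGTCACCCCTT), which were singled out after their values were seen. A count of 0 allows a level of up to 0.114 RPM in flag leaf control and 0.152 RPM in flag leaf heat (3 reads of the library). Both flag leaf libraries but neither panicle library held 3 of the sequences, and 0 sequences were found in both panicle libraries alone. Another 7 sequences were found in flag leaf heat alone. Among them, also named after its values were seen, was miR2275d (CTTGTTTTTCTCCAATATCTCA), of a family that starts the production of 24 nt phased small RNAs in grass anthers, with 11 reads. All 4 listed triggers of phased small RNAs were among these 7, and each of the 7 but miR2275d had only 1 or 2 reads. Expression spanned a wide range, from 1 read to the 1255815 reads of miR168a (TCGCTTGGTGCAGATCGGGAC) in flag leaf control. With a minimum of 10 reads, 51 sequences were detected in flag leaf control, 51 in flag leaf heat, 46 in panicle control and 42 in panicle heat.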

All miRNAs may not be necessarily present in each of the libraries, however, their large numbers indicate the abundance and variability of miRNAs.

**Table 1:** Libraries details.

Cultivar	Tissue	Physiological condition	Character
**Pokkali**	Leaf	Salt stress and normal	Salt tolerant
**Pusa Basmati**	Flag leaf, panicle, leaf, root, flower	Salt stress, heat stress, and normal	Susceptible
**Lalat**	Flag leaf, panicle	heat stress and normal	Susceptible
**Shatabdi**	Panicle	heat stress and normal	Susceptible
**Annapurna**	Panicle	heat stress and normal	Heat tolerant
**BPT-5206**	Flag leaf, panicle	heat stress and normal	Susceptible
**Nagina-22**	Flag leaf, panicle	heat stress and normal	Drought tolerant

**Table 2:** Key database statistics.

Feature	Number
**Unique experimental conditions covered**	38
**Known miRNAs**	689
**Predicted novel miRNAs**	1664
**miRNA targets covered**	14890
**Unique miRNA: mRNA relationships**	26321
**Database cross references**	8
**Pathways covered**	118
**Gene ontology – biological processes**	2400
**Gene ontology – molecular function**	1868
**Gene ontology – cellular component**	487

### Nomenclature and Gene Annotation

Annotation data type was restricted to VARCHAR to ensure simplicity, fast query and retrieval while all images were generated on the fly through server side scripting. The nomenclature for known miRNA and their target transcripts, in ARMOUR, complies to the standards of miRBase and Rice Genome Annotation Project nomenclature (Kawahara et al., 2013). miRNA identifiers include miRBase ID, miRBase Accession and miRNA Family. All the predicted miRNAs are represented as “Novel-*n*” (where *n* is an integer ranging from 1 to 1664) designated as miRNA ID. The predicted novel miRNA ID will be updated periodically as they are validated and entered into miRBase. Using miRNA ID, the miRNA and the precursor sequences can be fetched out, information on the target transcripts can be obtained and the expression profiles of the miRNAs can be obtained. The gene or transcript identifiers that are covered include Entrez gene ID, MSU7 transcript ID, RAPDB gene ID, Uniprot ID, and RefSEQ mRNA ID. The gene or transcript annotation includes gene description, RNA type (coding or non-coding), chromosome number, gene start, gene end, orientation, transcript length, gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway information (Kanehisa and Goto, 2000).

### Expression Data and Fold Change Analysis

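Over the 4 libraries, miR168a, which targets the silencing protein AGO1, was the most abundant of the listed miRNAs, with a mean of 21887 RPM. It stood at 47866 RPM in flag leaf control and 37593 RPM in flag leaf heat, but at 1334 RPM in panicle control and 756 RPM in panicle heat. In the panicle, miR166a (TCGGACCAGGCTTCATTCCCC), which targets HD-ZIP III transcription factors, was the most abundant, with 21416 RPM under normal conditions and 7475 RPM after heat. miR156a (TGACAGAAGAGAGTGAGCAC), which targets SPL transcription factors and holds plants in the juvenile phase, had a mean of 9117 RPM over the 4 libraries. miR528 (TGGAAGGGGCATGCAGAGGAG), a miRNA of monocots, had a mean of 7947 RPM, and miR396d (TCCACAGGCTTTCTTGAACTG), which targets growth-regulating factors, a mean of 2583 RPM. The others of the 10 most abundant were miR166g (TCGGACCAGGCTTCATTCCTC) with 1306 RPM, miR1425 (TAGGATTCAATCCTTGCTGCT) with 836 RPM, miR166k (TCGGACCAGGCTTCAATCCCT) with 581 RPM, miR159b (TTTGGATTGAAGGGAGCTCTG) with 469 RPM and miR167a (TGAAGCTGCCAGCATGATCTA) with 426 RPM on average. These ranks are by exact sequence and leave out other reads with the same start. Such reads mattered for miR167a, whose FC after heat in flag leaf was 1.73 by exact sequence. Over reads with the same first 18 nt it was −2.98. The 3 most abundant sequences of a library took 88.0% of the reads of all counted sequences in flag leaf control, 82.9% in flag leaf heat, 78.1% in panicle control and 76.2% in panicle heat. The counted sequences together made up 12.2% of all reads in flag leaf control, 6.33% in flag leaf heat, 3.92% in panicle control and 1.47% in panicle heat.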

To study the accurate expression profiles of miRNA, the read counts were normalized and provided as log2 of reads per million (RPM; fold expression) in the ARMOUR database. Data normalization was done to ensure minimal redundancy levels since miRNA:mRNA relationship is one is to many and vice versa. Fold Change (FC) analysis can be performed by selecting a reference sample or condition followed by comparison against one or more samples or conditions. 

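With flag leaf as the reference and panicle as the test sample, both under normal conditions, 12 of the 37 sequences were higher in the panicle by an FC of at least 1, 22 were lower and 3 lay between. The miRNAs highest in the panicle relative to the flag leaf were miR396c (TTCCACAGCTTTCTTGAACTT), with 706 RPM against 2.36 RPM, and miR396d, with an FC of 4.98. miR159b, which targets GAMYB transcription factors of the anther, had an FC of 4.03, which was 2.88 over reads with the same first 18 nt. Both values leave out reads of 17 nt, the commonest length in flag leaf control among reads with its first 16 nt (9821 of 22487). In panicle control 36834 reads of any length had this start, at nearly the same library size. The size of the miR159b difference thus depends on the read lengths counted. miR528 was the lowest in the panicle relative to the flag leaf, with an FC of −8.76 (95% counting interval −8.83 to −8.70). It was followed by miR172a (AGAATCTTGATGATGCTGCAT), which targets AP2-like flowering regulators, with 1.76 RPM in panicle and 376 RPM in flag leaf. Both tested members of the NF-YA list were also lower in the panicle, where miR169a (CAGCCAAGGATGACTTGCCGA) had 5 reads and miR169b (CAGCCAAGGATGACTTGCCGG) had 2 reads. Their FC was −7.40 (counting interval −9.16 to −6.31) and −7.04 (counting interval −10.41 to −5.49). The list of phase change miRNAs had all 3 tested members lower in the panicle, with a median FC of −3.95. Of the 11 development miRNAs tested, 5 were higher in the panicle and 4 were lower. Among the 3 copper miRNAs tested, miR398b (TGTGTTCTCAGGTCGCCCCTG) and miR408 (CTGCACTGCCTCTTCCCTGGC) were higher in the panicle, with FC values of 2.82 and 1.39, opposite to miR528. miR166g was lower in the panicle with an FC of −2.22 by exact sequence, but at 1.74 when all reads with the same first 18 nt, among them those of miR166a, were summed. The split of 12 higher and 22 lower became 15 and 13 with the sum of the counted sequences as the denominator. It became 16 and 16 when reads were assigned by their first 18 nt. The flag leaf files held no reads longer than 28 nt, while such reads made up 20.8% of panicle control and lowered its RPM values. The median FC of the 37 sequences was −1.75 over all reads and −1.14 with reads of 20 to 24 nt as the denominator. With reads of 18 to 28 nt, chosen after seeing the data, it was −1.33. As this length limit differed with tissue, effects of tissue and of library processing on these FC values cannot be told apart.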

The formula used for FC is same as used earlier (Campbell et al., 2015).

$$\begin{array}{c} \mathrm{Fold}\;\mathrm{expression}\;=\;log2\;\left(\mathrm{RPM}\right)\\ \mathrm{FC}\;=\;log2\;\left(\mathrm{RPM}\right)\;\mathrm{test}\;\left(-\right)\;log2\;\left(\mathrm{RPM}\right)\;\mathrm{control} \end{array}$$

### miRNA Targets Identification and Scoring

Transcripts targeted by both known and predicted miRNAs were identified using psRNATarget: A Plant Small RNA Target Analysis Server (Dai and Zhao, 2011) using the rice transcript dataset from Rice Annotation Project Version 7. Targets were qualified based on satisfying all of the following criteria (a) Expectation scores between 0 to 3 (Zhang, 2005), (b) Unpaired Energy Score (UPE) ranging from 0.0 to 25.0, (c) High scoring Segment Pair (HSP) size of 15 to 20 nucleotides, (d) Maximum number of transcripts targeted less than or equal to 200 hits, (e) Flanking length around target for accessibility analysis ranging from 17 nucleotides upstream and 13 nucleotides downstream around target size (Kertesz et al., 2007), and (f) central mismatch leading to translational inhibition centered between 9 to 11 nucleotide from the 5′ end of the miRNA (Brodersen et al., 2008). The information pertaining to transcripts targeted by the miRNA includes type of inhibition (cleavage or translation repression) and multiplicity (number of sites in the transcript likely to be targeted by the miRNA). Later the targets were also analyzed using PsRNA Target ver 2017. However, the 2017 version algorithm gave almost five times more target per miRNAs (∼30–40 mRNA per miRNA) in comparison to 2011 version due to the modified algorithm, indicating the possibility of including false positives (comparison results for 10 miRNAs is provided in **Supplementary Table S2**). So it was taken care to incorporate the targets that were common to both predictions.

The identified target transcripts were further annotated by identifying their GO categories, that include well planned terminologies, which describe the biological process (P), molecular function (F), and cellular components (C) of gene products, obtained from Rice Genome Annotation Project^9^. To find the associated pathways which are being targeted and affected by these miRNAs through their target transcripts, the information on associated KEGG pathway annotations to the selected target transcripts are also mentioned.

## Results and Discussion

### Expression Data and Analysis

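In the flag leaf, heat went with much lower levels of the miRNAs of copper homeostasis. All 3 tested members of this list, which target copper-binding proteins and related enzymes, were lower after heat, with a median FC of −5.33. miR528 stood at 30929 RPM in the control and 771 RPM after heat (counting interval of FC −5.35 to −5.30). miR408 had 25.3 RPM in the control and 2.18 RPM after heat, an FC of −3.52 (−4.01 to −3.09). miR398b had 635 reads in the control and 3 reads after heat, an FC of −7.09 (−9.59 to −5.76). The phase change list was also lower in its 3 tested members, with a median FC of −2.28, among them miR535 (TGACAACGAGAGAGAGCACGC) with an FC of −3.04 and miR172a with −1.61. Of its 4 members under the minimum of 10 RPM, miR529b (AGAAGAGAGAGAGTACAGCTT) and miR172b (GGAATCTTGATGATGCTGCAT), both named after their values were seen, went the other way, with 0 and 4 reads in the control and 191 and 154 reads after heat. miR156a had 28240 RPM in the control and 5815 RPM after heat. Of the 5 tested miRNAs on the list of monocot families, 3 were lower and 0 higher (median FC −1.30), and the lowest was miR1432 (ATCAGGAGAGATGACACCGAC) with an FC of −4.50, which was −3.48 over all reads with the same first 18 nt. The other two, miR444b.1 (TGTTGTCTCAAGCTTGCTGCC) and miR444b.2 (TGCAGTTGTTGTCTCAAGCTT), were named after their values of −2.18 and −1.30 were seen.
By contrast, 5 of the 11 development miRNAs were higher after heat and 0 were lower, with a median FC of 0.97. miR164d (TGGAGAAGCAGGGCACGTGCT), which targets NAC transcription factors, had 5.56 RPM in the control and 80.5 RPM after heat, an FC of 3.85 (3.61 to 4.11), but 1.18 over all reads with the same first 18 nt, most of them of miR164a (TGGAGAAGCAGGGCACGTGCA). miR396d had an FC of 1.19, miR166k of 1.20, miR166g of 1.05 and miR166a of 1.05. These FC values lay below 1 with reads of 20 to 24 nt as the denominator (0.95, 0.96, 0.81 and 0.81), and miR166a and miR166g were at 0.24 over all reads that hold nt 3 to 18, a setting chosen after seeing the data. miR159b, of the same list, had an FC of −0.94. It passed the cut off, at −1.18, with reads of 20 to 24 nt as the denominator and, at −1.21, over reads with the same first 18 nt. With the sum of the counted sequences it was 0.0028. In the auxin list, 2 of 4 were higher and 0 lower, with a median FC of 1.28, namely miR160a (TGCCTGGCTCCCTGTATGCCA), named after its value of 1.58 was seen, and miR167a with 1.73. With all reads of the same first 18 nt summed, the FC of miR167a turned to −2.98 and the median of the auxin list to −0.42. Of the 2 NF-YA miRNAs tested, miR169b had an FC of 2.20 and miR169a of −0.49 (list median 0.85), while both stood at 0.72 over all reads with their shared first 18 nt. With a minimum mean of 1 RPM the list median was −0.49. miR168a and miR162a (TCGATAAACCTCTGCATCCAG), which act on the silencing machinery itself, had FC values of −0.35 and −0.33 (list median −0.34), but 0.59 and 0.61 with the sum of the counted sequences as the denominator, and 1 nutrient miRNA was tested, miR827 (TTAGATGACCATCAGCAAACA), named after its value of 0.30 was seen. The 4 listed triggers of phased small RNAs were too low to be tested.
Among 10000 random lists matched on mean expression, the median of the copper list lay at percentile 0.665, phase change at 18.5, monocot at 26.7, development at 94.1 and auxin at 94.6, as a description of these libraries. In all, 9 sequences were higher and 11 lower after heat, and the median FC of the 37 was −0.33. The split was 5 higher and 12 lower with reads of 20 to 24 nt as the denominator and 16 higher and 9 lower with the sum of the counted sequences, where the median FC was 0.61. Reads with adapter sequence made up 2.12% of the control and 0.625% of the heat library, and reads with the A box motif of tRNAs 2.88% and 1.91%.

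**Figure D2:**
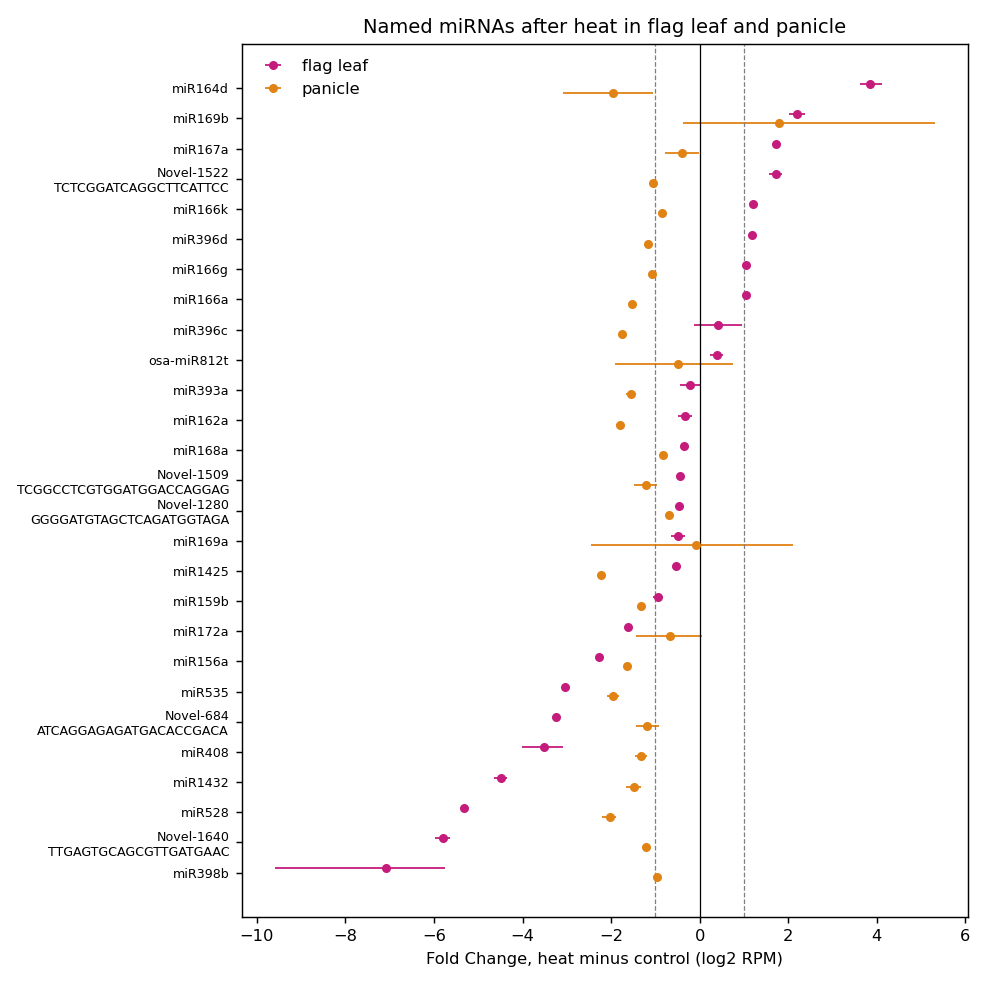
FC (heat minus control, log2 RPM) of the named miRNAs with a mean of at least 10 RPM in flag leaf and panicle. Points are 1 library against 1 library, bars are 95% counting intervals, and dashed lines mark the cut off of 1. With all reads as the denominator, flag leaf values run from −7.09 for miR398b to 3.85 for miR164d, while most panicle values lie between −2.22 and 0. The higher value of miR167a in flag leaf turned to −2.98 when reads were assigned by their first 18 nt.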

The behavior of the known and predicted miRNAs listed in the database can be inferred from their expression status in the various libraries representing response to different environmental conditions in different rice varieties. miRNA expression analysis can be performed by filtering the results based on the cut off for fold expression using conditional filter, either in one sample or condition or in multiple samples or conditions. 

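In the panicle, most miRNAs were at a lower share of the reads after heat, with 22 of the 37 sequences lower by an FC of at least 1, 1 higher and 14 between. The lowest FC values were those of miR1425, which targets genes of PPR proteins, with 2483 RPM in the control and 533 RPM after heat, and miR528 with an FC of −2.04. Next came miR164d and miR535 with an FC of −1.96 each, miR162a with −1.80, miR396c with −1.74, miR156a with −1.65, miR393a (TCCAAAGGGATCGCATTGATC), which targets auxin receptors, with −1.54, and miR166a with −1.52. Of these, miR164d rested on 51 reads in the control and 11 after heat (counting interval of FC −3.10 to −1.05). The single sequence above the cut off was miR169b, with 2 reads in the control and 7 after heat (FC 1.79, counting interval −0.38 to 5.32). By list, 2 of 3 phase change miRNAs were lower (median FC −1.65), as were 2 of 3 copper miRNAs (−1.33), 7 of 11 development miRNAs (−1.11), 3 of 5 monocot miRNAs (−1.04) and 2 of 4 auxin miRNAs (−0.87). The medians of the silencing list (1 of 2 lower) and of the NF-YA list (1 of 2 higher) were −1.31 and 0.85, and miR827, the single nutrient miRNA tested, had an FC of −1.18. Among random lists matched on mean expression, these medians lay at percentile 12.6 for phase change, 22.1 for copper, 51.3 for development, 59.1 for monocot and 68.6 for auxin. The median FC of all 37 sequences was −1.11 over all reads, −0.35 with reads of 20 to 24 nt as the denominator, −0.19 with the median of ratios and 0.31 with the sum of the counted sequences. The median of ratios and the sum are computed from the counted sequences, so both largely take out a fall that these share. With the sum of the counted sequences, each list median but that of phase change lay above 0. Under the 3 other denominators, in the order given, the split of 1 higher and 22 lower became 1 and 5, 1 and 4, and 6 and 0. The libraries also differed in other reads, as reads of 20 to 24 nt made up 46.2% of the control and 27.5% of the heat library, reads of 29 nt or more 20.8% and 36.5%, and reads with the A box motif of tRNAs 5.10% and 10.4%.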

Fold expression can be easily calculated and the results are provided as a flexible Fold Change (FC) cut off to identify up and down regulated miRNA. Fold expression and FC analysis results are provided in an interactive table with expression values and annotation (**Figure 3**). 

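Of the 10 miRNAs given as examples in Supplementary Table S2, all had reads in each of the 4 libraries, while osa-miR2096-3p (CCTGAGGGGAAATCGGCGGGA) of Figure 3 had 0 reads in each of them. Their predicted members are given here by their sequences. The most abundant by mean was GGGGATGTAGCTCAGATGGTAGA, with 1701 RPM in flag leaf control, 1222 RPM in flag leaf heat, 374 RPM in panicle control and 230 RPM in panicle heat. This sequence carries the A box motif of tRNAs. Reads with its first 16 nt were most often 16 nt long in the panicle (47.4% in control and 79.9% after heat). ATCAGGAGAGATGACACCGACA, which is the sequence of osa-miR1432-5p with 1 more base at its end, had 1104 RPM in flag leaf control and 117 RPM after heat, and 16.7 RPM and 7.36 RPM in the panicle libraries. In the flag leaf control library 71.1% of the reads with its first 16 nt were 22 nt long, the length of this predicted miRNA, whereas in panicle control 68.4% were 21 nt long, the length of osa-miR1432-5p. TCGGCCTCGTGGATGGACCAGGAG, a 24 nt sequence that begins with the 21 nt of miR820a (TCGGCCTCGTGGATGGACCAG), had 432 RPM in flag leaf control, 316 RPM in flag leaf heat, 17.9 RPM in panicle control and 7.71 RPM in panicle heat. TCTCGGATCAGGCTTCATTCC shares 19 nt with miR166i (TCGGATCAGGCTTCATTCCTC), starting 2 nt earlier. It had 20.4 RPM in flag leaf control and 66.9 RPM after heat, but 389 RPM in panicle control and 189 RPM after heat. osa-miR812t (ACGGAAAATCATGGCTGCACTTAA), also of 24 nt, was a flag leaf sequence, with 29.5 RPM in control and 38.6 RPM after heat against 15 reads and 9 reads in the panicle libraries. osa-miR390-5p (AAGCTCAGGAGGGATAGCGCC), which starts the production of trans-acting small RNAs, had 2.13 RPM in flag leaf control and 16.0 RPM after heat, and 11.3 RPM and 3.57 RPM in the panicle libraries. osa-miR159b had 76.8 RPM in flag leaf control and 40.1 RPM after heat, and 1257 RPM and 500.0 RPM in the panicle libraries. By exact sequence the FC after heat in the flag leaf was −3.24 (counting interval −3.30 to −3.18) for ATCAGGAGAGATGACACCGACA, 1.71 (1.57 to 1.86) for TCTCGGATCAGGCTTCATTCC and 2.90 (2.50 to 3.35) for osa-miR390-5p, whose mean of 8.25 RPM lay under the minimum. The value of TCTCGGATCAGGCTTCATTCC was 0.35 over all reads that hold its nt 3 to 18, a setting chosen after seeing the data.

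**Figure D3:**
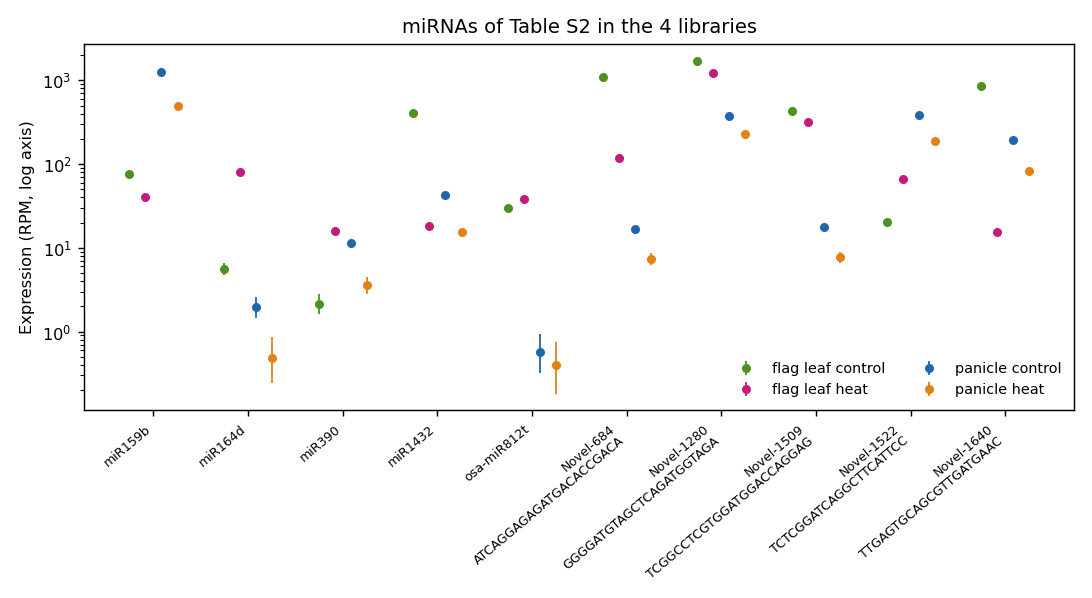
Expression (RPM, log axis) of the 10 miRNAs of Table S2 in flag leaf and panicle under control and heat conditions, 1 library per point, with 95% Poisson counting intervals. TCTCGGATCAGGCTTCATTCC and osa-miR159b lie highest in the panicle control library, at 389 RPM and 1257 RPM.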

Within the database there is a provision of using the miRNAs (provided as examples) for retrieving and comparing their expression patterns. The results can be downloaded and used for presentation in many ways (Sharma et al., 2015; Goswami et al., 2017; Khan et al., 2018; Tripathi et al., 2018).

**FIGURE 3:**
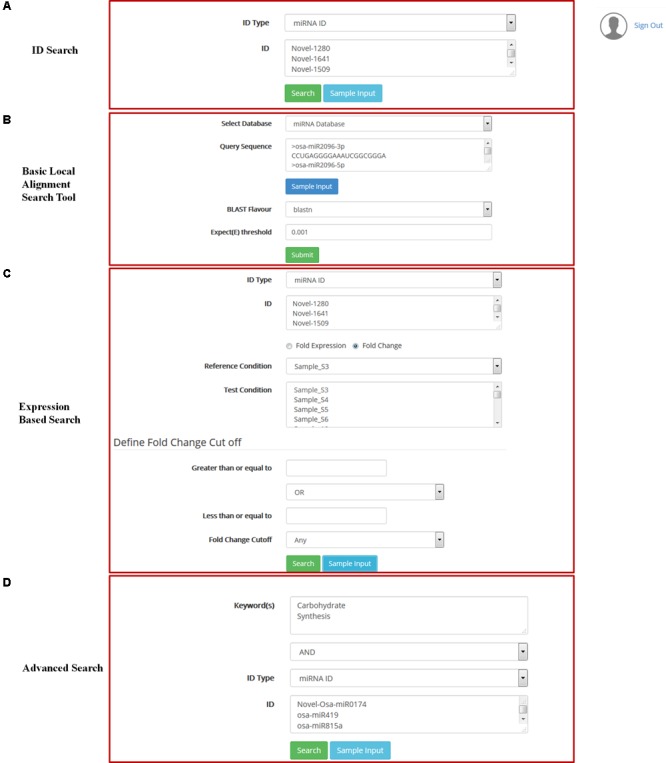
Accessing of DATA: **(A)** Searching of data using Ids, **(B)** searching of data using sequence, **(C)** Expression based search, **(D)** Advance search.

ARMOUR will not just act as a knowledge reservoir but also an analytic tool for the researchers to analyze and compare their data with the existing data. The users can send a request to add their own experimental data and compare with the available experimental datasets, thereby allowing sharing and comparision of data between research groups working on rice.

### Access to the Database

ARMOUR home page provides an interactive view to the user to become familiar with the database. Key aspects of UI include responsive front end (Device independent), floating frames, fluid design for tables and reader friendly color coding. Various aspects like pre-loaded sample identifiers for each query interface, client side validation of queries, simplified BLAST search, keyword filter on the query results, sorting functionality on table headers, interactive matrix table representation in advanced search, summary charts for GO and pathway queries, sequence level highlighting of miRNA structure and floating buttons ensure ease of navigation on all screens. The user can access any of these search options to retrieve all information related to the query. The results are reported in a unique correlation matrix format, which provides all the information related to the query. The matrix is populated with the number of gene hits that can be re-queried into the database.

#### Sequence Based Search

Local installation of NCBI-BLAST v 2.2.3 (Johnson et al., 2008) is implemented in ARMOUR database. Backend databases available for search comprise of miRNA precursor sequence database and miRNA mature sequence database from miRBase as well as transcript database obtained from MSU rice database release 7 (Ouyang et al., 2007). BLAST variants that are available for users include blastn, tblastn and tblastx with user defined expect threshold (*E*-Value) cut-off option for searching (**Figure 3**). The search can be performed directly from the home page by using the miRNA IDs and by other given keys to obtain information on the miRNA, precursor sequences, expression profiles and target transcripts.

### Query Builder Interface

ARMOUR has a unique query builder interface for the users that allows the database to be queried using unlimited keywords or in combination with a list of miRNA or transcript identifiers. Keywords can be searched on Gene description, GO and KEGG pathways and results are reported in a unique correlation matrix format. The matrix is populated with the number of gene hits that can be re-queried into the database. The matrix also shows how many genes are unique and being shared within and across multiple key words (**Figure 3**).

Using an ID of any miRNA the user can analyze all related data to the query in the database. The GO output includes information on the details of GO category to which selected targets belong and the number of the selected targets belonging to the particular GO. To find the associated pathways which are being targeted and affected by these miRNAs through their target transcripts, the information on associated KEGG pathway annotations to the selected target transcripts are also mentioned (**Figure 4**).

**FIGURE 4:**
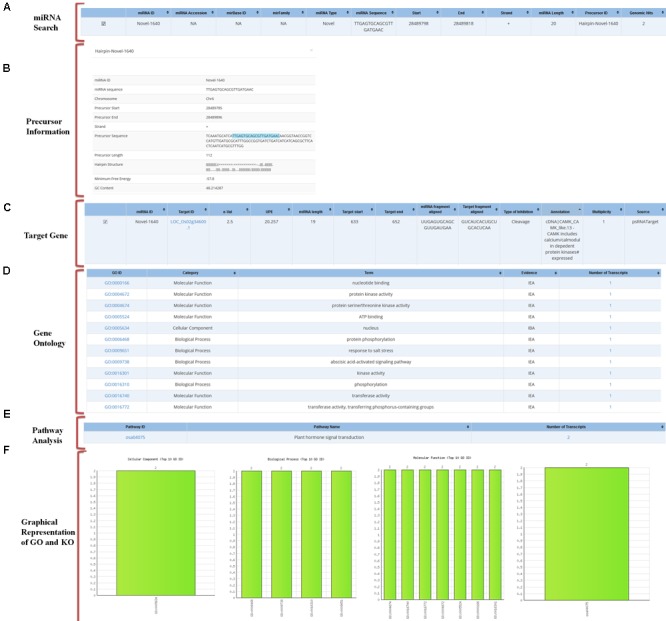
Overall representation of a sample miRNA with an example of “novel-1640” miRNA. **(A)** Result of miRNA search for the selected miRNA IDs. **(B)** Precursor sequence information. **(C)** Predicted target gene information. **(D)** Gene ontology of the predicted target. **(E)** Pathway analysis of the predicted target. **(F)** Graphical representation of the target’s Gene ontology.

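The predicted miRNA of Figure 4, TTGAGTGCAGCGTTGATGAAC, stood at 862 RPM in flag leaf control and at 15.5 RPM in flag leaf heat, an FC of −5.80 (95% counting interval −5.97 to −5.64). In the panicle it had 192 RPM under normal conditions and 82.3 RPM after heat, an FC of −1.22, which was 0.19 with the sum of the counted sequences as the denominator. The sequence shares 18 nt with miR397b (TTATTGAGTGCAGCGTTGATG), of a family that targets laccases, and starts 3 nt later. Reads with its first 16 nt were most often 22 nt long, 1 nt longer than the predicted miRNA, and this length took 56.5% of them in flag leaf control, 57.1% in flag leaf heat, 88.8% in panicle control and 85.5% in panicle heat. With all reads of the same first 18 nt, the FC after heat was −5.78 in the flag leaf and −1.59 in the panicle, and that of panicle against flag leaf was −0.27 in place of −2.16.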

## Conclusion and Perspectives

Rice (*Oryza sativa*) is one of the most important crops in the world, with a well mapped and well characterized genome. There are several publications relating to role of rice miRNAs in plant development and response to stress (among others Sanan-Mishra et al., 2009; Lv et al., 2010; Ding et al., 2011; Atwell et al., 2014; Mittal et al., 2016). miRNAs are small, non-protein-coding RNA molecules that in association with specific protein complexes, regulate the expression of specific gene products in a sequence-specific manner (Wahid et al., 2010). Number of computational algorithms or tools are available that allow fast and confident prediction of miRNAs and their targets (Jones-Rhoades et al., 2006). The miRNAs have been implicated in numerous developmental and disease states, but their function in distinct biological pathways and phenotypes remains largely unknown (Bazzini et al., 2007; Sharma et al., 2017). Hence, a comprehensive integrome resource of rice miRNA and mRNA would fasten the meta-analysis of miRNA mediated gene regulation in rice at various conditions. This entailed the development of, a rice miRNA and mRNA integrated analysis and user-friendly resource, ARMOUR. It serves as a huge reservoir of known and new rice miRNAs and their expression atlas.

The database is unique in its specific design as it integrates miRNA expression data, from different tissues and varieties of rice, with the predicted target information. This enables analyzing phenotypes and biological functions by associating gene level information from conventional canonical pathways and GO. It provides users with multiple interfaces to interact with the backend database through gene expression, sequence based search and custom query builder. Therefore, it provides a useful resource for researchers investigating the miRNAs and their functional impacts in rice or related cereal crops.

Current version of ARMOUR is focused only on sRNA sequencing for miRNA expression analysis. The existing data in the current version of ARMOUR will be further enriched by adding more experimental data. As future extensions we intend to include and use RNA-seq data and the PARE data or degradome analysis from same tissues and rice varieties for identification and expression analysis of targets. This will give a complete picture and an easy way to compare the expression of miRNAs and their corresponding targets. We envision that the users will also share and integrate their experimental data into ARMOUR to formulate it into a collaborative platform to access and share compiled experimentally validated data resource exclusively for studying rice miRNA and its interaction with its target mRNA. ARMOUR will be constantly updated as soon as new data is available.

## Availability and Requirements

Project name: ARMOUR – a rice miRNA: mRNA interaction resource

Project home pages: http://armour.icgeb.trieste.it/login and https://www.icgeb.org/armour.html

Operating system(s): Platform independent

Programming languages: HTML, CSS, MySQL, jQuery.SQL

License: Not required. Each new user can register with his/her details using a valid e-mail ID

Any restrictions to use by non-academics: None.

## Author Contributions

NS-M: conceived and designed the experiments. AT, KG, and RS: analyzed the data. RS, MV, HG, and NS-M: contributed in designing of database and analysis tools. NS-M, AT, KG, and MV: wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.mirbase.org/

2 http://bioinformatics.cau.edu.cn/PMRD/

3 http://plantgrn.noble.org/psRNATarget

4 http://pmted.agrinome.org/index.jsp

5 http://pmirexat.nabi.res.in

6 http://ricexpro.dna.affrc.go.jp/index.html

7 http://www.leonxie.com/targetAlign.php

8 http://bioinformatics.psb.ugent.be/webtools/tapir/

9 http://rice.plantbiology.msu.edu/annotation_pseudo_goslim.shtml

## Supplementary Material

TABLE S1 List of rice miRNA database.

TABLE S2 Target predictions results for 10 miRNAs as determined using psRNA Target versions 2011 and 2017, respectively.

## Abbreviations

ARMOUR: A rice miRNA: mRNA interaction resource
miRNA: microRNA

How the deposited data were processed for this re-analysis (not part of the article)

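Small RNA of flag leaf and panicle of Pusa Basmati was sequenced under normal conditions and after 6 h at 42 °C, with 1 library per condition, and each library was taken from the sample records, which Table 1 of the paper matches by cultivar, tissue and condition. The paper's text does not list its libraries one by one. The authors deposited, for each library, the counts of every distinct read sequence, without a minimum count, since sequences read once made up 79.1% of the distinct sequences in flag leaf control, 77.4% in flag leaf heat, 74.6% in panicle control and 71.9% in panicle heat. The trimming tool and its settings are not given in the sources used here, and the files are neither normalized nor mapped. The read lengths in the files end at 28 nt for the flag leaf and at 41 nt for the panicle. Reads with an undetermined base made up 0.106 to 0.267% of a library.

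From these counts, each miRNA was counted by its exact sequence, with 64 sequences of 32 families in 9 lists (phase change, auxin, development, NF-YA, copper, nutrient, silencing, monocot families, triggers of phased small RNAs) and the 10 miRNAs of Supplementary Table S2. The lists, their sequences, the main settings and all alternatives except 3 were fixed before the data were examined. The sequences were written from general knowledge of miRBase. They were to be checked against the rice genome, and the reads against rRNA, tRNA and the chloroplast genome, but no genome was used here, so that no locus is given and reads of 1 sequence from several loci are counted together. Reads that carry the A box motif of tRNAs from nt 8 of a read of at least 20 nt, or a stretch of 5.8S rRNA, were counted in their place, a measure chosen after the data were seen. The same motif 5 nt earlier was found in 0.0290 to 0.0584% of the reads, and the 5.8S rRNA stretch in 1.46% of flag leaf control, 1.12% of flag leaf heat, 1.80% of panicle control and 1.16% of panicle heat reads.

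Following the paper, expression was given as RPM and FC as the difference of log2 RPM between test and reference. The paper does not say which reads RPM is taken over, and all reads of the library were chosen here. To each count 0.5 read was added, and sequences with a mean of at least 10 RPM over the 4 libraries were examined at a cut off of 1, a value set here since the paper leaves it to the user. With 1 library per condition, heat was not tested within a tissue, nor tissue within a treatment. An additive fit of tissue and heat to the log2 RPM of the 4 libraries, chosen after seeing the data, leaves 1 residual degree of freedom per sequence and assumes that heat acts alike in both tissues. Over the 37 sequences it gave 0 with an adjusted p (Benjamini-Hochberg) under 0.05 for heat, where the lowest unadjusted p was 0.0648, and 0 for tissue, where 8 had an unadjusted p under 0.05. With so few libraries this says little about either effect. Counting intervals are exact, binomial for shares and for FC and Poisson for RPM, at a level of 95%. They cover counting error only, as reads copied by PCR are not independent molecules, and the spread between plants is not measured. A count of 0 was taken to allow 3 reads of the library. A list's median was placed among the medians of 10000 random lists with as many members in each of 3 classes of mean expression.

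miRNAs were named by a rule fixed in advance, which took each miRNA that the paper gives with a sequence, the 10 most abundant of the lists, and the 10 with the largest FC in either direction for heat in each tissue and for the tissues, 29 names in all. Other names are marked as chosen after their values were seen, or serve only to describe sequences that overlap a named one. The alternatives were other denominators (reads of 20 to 24 nt, the sum of the counted sequences, the median of ratios), reads of 19 to 24 nt that share the first 18 nt, 3 reads added, a mean of at least 1 or 100 RPM, a cut off of 2, other minimum reads and equal depth for detection, and other sets of reads for the length shares. The sum of the counted sequences and the median of ratios are computed from the counted sequences, so both largely take out a change that these share. Reads of 18 to 28 nt as the denominator, and reads that hold nt 3 to 18 of a sequence, were added after the data were seen. The calculation was tested on simulated data, drawn at the levels and depths of flag leaf control and heat for 2220 sequences of which 200 were changed. All 50 with a true FC of 1.5 and all 50 with −1.5 passed the cut off, 0 of the 2020 unchanged did, and the intervals held the true value in 95.5% of the cases. This checks the calculation only. The spread between plants and library preparations is unmeasured, so it gives no rate of false calls for these libraries, and the panicle libraries were not simulated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.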

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

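All explanations weighed here were tested only after the results had been seen. With 1 library per condition, the difference between the heat responses of the 2 tissues was not tested.

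The 3 copper miRNAs tested were lower in flag leaf after heat, with a median FC of −5.33. The median stayed at −4.39 or lower under each denominator, number of reads added and way of assigning reads. A change of denominator moves all values of a comparison alike, and the median of the 37 ran only from −0.62 to 0.61. So the denominators and the reads added could not have removed the fall and are no test of it. Another way of assigning reads could have, but it left the copper median at −5.33 (first 18 nt) and −5.03 (nt 3 to 18). By exact sequence, the 15 tested development and auxin miRNAs had a median FC of 0.98 (SD 1.11). This argues against a loss of miRNA reads of every kind and against a scaling common to all sequences. Over reads with the same first 18 nt the development median was 0.97. The auxin median was then −0.42, with miR167a at −2.98, so the argument rests on the development list. The values also argue against RNA like that of the panicle control library in place of leaf RNA. miR398b and miR408 lay at least 3.52 on the log2 scale below both control libraries (−3.52 for miR408). For miR528, 12 other sequences at least 8-fold higher in flag leaf than panicle had a median FC of −0.57 (SD 2.00) by exact sequence. Among them is miR167a, whose value turned to −2.98 over reads with the same first 18 nt. RNA of panicle tissue unlike that sampled is not excluded by these comparisons. A response of the leaf to heat stays open beside a difference in copper supply, age or handling between the 2 samples of leaf, which was not tested.

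In the panicle 22 of 37 sequences were lower after heat, and the share of reads with the A box motif of tRNAs, a signal in reads that the paper does not discuss, was 10.4% after heat against 5.10% in the control. A larger part of the panicle heat library taken by reads outside 20 to 24 nt is a candidate explanation. The share of 24 nt reads was lower too, by a log2 difference of −0.98. As these reads belong to the 20 to 24 nt class, this value cannot tell the explanation apart from a loss of small RNAs of these lengths. A fall of miRNAs beyond that of the other reads of 20 to 24 nt is a candidate for a part of the pattern too, since with those reads as the denominator the median FC was −0.35 (95% interval −0.58 to −0.22, from 10000 bootstrap draws of the 37 sequences) and 5 sequences were lower by at least 1. The interval covers the spread among sequences, some of which are near copies of each other and not independent. It leaves out differences between library preparations, which stay open with 1 library per condition. The median FC was −0.19 with the median of ratios and 0.31 with the sum of the counted sequences as the denominator. Absolute amounts of RNA were not measured.

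The share of 24 nt reads in flag leaf was 2.42 times as large after heat, but 1.27 times over distinct sequences (43.1% and 54.9%). The counted miRNAs do not account for it, as the ratio was 2.28 without their reads and 2.00 with 24 nt reads over all reads but those that hold nt 3 to 18 of a counted sequence, nor do fragments outside 20 to 24 nt, as it was 2.06 among reads of 20 to 24 nt. Panicle RNA like that of the panicle control library does not account for it either, as the share of 24 nt reads there was 18.2%, below that of flag leaf heat. RNA of panicle tissue unlike that sampled is not excluded by this comparison. Abundant sequences other than those counted, a change of small interfering RNAs with heat and a difference between the 2 library preparations were not tested and stay open.

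For 5 sequences, FC after heat was at least 1 in flag leaf and at most −1 in panicle. The difference of the FC values was 5.81 for miR164d, 2.57 for miR166a, 2.13 for miR166g, 2.36 for miR396d and 2.76 for the predicted miRNA TCTCGGATCAGGCTTCATTCC, and these differences were not tested. With the median of ratios, only miR164d kept both values beyond 1 (3.57 and −1.04), but over reads with the same first 18 nt its values were 1.18 and −0.62. With the median of ratios the panicle values of miR166g, miR396d and TCTCGGATCAGGCTTCATTCC were −0.16, −0.26 and −0.13. With the sum of the counted sequences the panicle values of these last ones were above 0.

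2 listed miRNAs outside those the paper names, named here after their values were seen, had 0 reads in flag leaf control and more than 3 in flag leaf heat. miR529b (AGAAGAGAGAGAGTACAGCTT), of the phase change list and of a family that targets SPL genes in the panicle, had 191 reads, or 9.70 RPM, in flag leaf heat, at least 84.8-fold higher than the 3 reads that a count of 0 allows in the control library. Its level in panicle control was 0.917 RPM. miR2275d had 0.558 RPM in flag leaf heat, at least 4.88-fold higher by the same floor. Both folds take the heat count as it stands, without its counting interval (8.37 to 11.2 RPM for miR529b and 0.279 to 0.999 RPM for miR2275d).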

How the results depend on the processing

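Each condition had 1 library, so no library could be left out, and the spread between plants limits all results. No paired analysis was possible because each condition had 1 library, so that the groups of a comparison within a tissue or treatment share 1 replicate number. Heat over both tissues was fitted with tissue as a term, with 0 of 37 sequences at an adjusted p under 0.05. Restricting the length shares to reads that match the nuclear genome was not run, as no genome was used here. The copper list in flag leaf stayed low under each alternative (median FC −5.61 to −4.39). The number of miRNAs lower in flag leaf after heat, 11, was 9 to 16 under the alternatives, and detected miRNAs per library stayed within 1.5 times (47 to 61 in flag leaf heat and control, 42 to 54 in the panicle). Of 588 values of named miRNAs under the alternatives, 49 had the other sign than the main value, 25 of them with the sum of the counted sequences as the denominator. The main value was past the cut off for 13 of the 49. Apart from these 13, 213 values lay within the counting interval and 362 moved beyond it.

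With reads of 20 to 24 nt as the denominator, 5 miRNAs were higher in flag leaf and 5 lower in panicle after heat, and with the median of ratios 5 and 4. With reads of 18 to 28 nt, chosen after seeing the data, 7 were lower in panicle. With the sum of the counted sequences, 16 were higher in flag leaf, 6 were higher and 0 lower in panicle, and 13 were lower in panicle than flag leaf. The panicle medians then turned to 0.31 for development, 0.11 for silencing, 0.23 for nutrient, 0.085 for copper, 0.37 for monocot and 0.55 for auxin miRNAs, and the panicle FC to 0.086 for miR159b, 0.19 for the predicted miRNA TTGAGTGCAGCGTTGATGAAC, 0.24 for ATCAGGAGAGATGACACCGACA, 0.20 for TCGGCCTCGTGGATGGACCAGGAG, 0.37 for TCTCGGATCAGGCTTCATTCC, 0.24 for miR396d, 0.34 for miR166g and 0.085 for miR408. Values under the cut off turned too, in panicle to 0.60 for miR168a, 1.02 for miR167a, 0.57 for miR166k, 0.44 for miR398b, 0.75 for miR172a, 0.92 for osa-miR812t, 1.33 for miR169a and 0.71 for GGGGATGTAGCTCAGATGGTAGA, and in flag leaf to 0.59 for miR168a, 0.61 for miR162a, 0.73 for miR393a, 0.41 for miR1425, 0.45 for miR169a, 0.49 for TCGGCCTCGTGGATGGACCAGGAG, 0.46 for GGGGATGTAGCTCAGATGGTAGA and 0.60 for the silencing median, while miR159b came to 0.0028. The FC of miR164d between panicle and flag leaf turned to 0.13. With reads of the same first 18 nt, 0 were higher in panicle after heat, the flag leaf FC of miR167a turned to −2.98, the auxin median to −0.42 and the FC of miR166g between panicle and flag leaf to 1.74. The flag leaf FC of miR169a turned to 0.72 and that of miR169b fell to the same value, under the cut off. With reads that hold nt 3 to 18, chosen after seeing the data, the first 4 of these were 0, −2.97, −1.15 and 1.49, and the flag leaf FC of miR169a and miR169b was 0.59. Except that family members are then counted together, the cause was not tested, here or for the denominators. For miR167a, summing the listed members does not account for the turn. miR167d, which has the same first 18 nt, was at 0.98 in flag leaf by exact sequence, so other reads with this start were lower after heat. Testing more or fewer sequences moved counts by construction. With a mean of at least 1 RPM, 17 were higher in flag leaf after heat and 20 higher in panicle than flag leaf. The NF-YA median after heat then turned from 0.85 to −0.49 in flag leaf and from 0.85 to −0.084 in panicle. With 100 RPM, 0 were higher in panicle after heat and 7 higher in panicle than flag leaf. At a cut off of 2, 2 were higher in flag leaf, and 0 higher and 2 lower in panicle. Among reads of 18 to 30 nt, the share of 24 nt was 21.9% in flag leaf control, 50.4% in flag leaf heat, 24.6% in panicle control and 17.4% in panicle heat, and that of 21 nt 29.8%, 16.5%, 16.1% and 12.5%. Over distinct sequences, 24 nt made up 43.1%, 54.9%, 35.8% and 27.4%, and 21 nt 10.3%, 9.77%, 6.13% and 5.60%, in the same order.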

Differences from the paper's values

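The paper gives up to 40 targets per miRNA with the 2017 version of psRNATarget, and the rows of Supplementary Table S2 give a mean of 20.9 (SD 12.4, n = 10 miRNAs), from 4 to 45. The lower end of the paper's range, 30, was within 1.5 times this mean. The alternatives set before the data were examined do not bear on this count. The table holds 10 miRNAs with expectation values of up to 3, and the paper does not say over which miRNAs its range was taken.

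The paper describes the increase from the 2011 to the 2017 version as almost 5-fold, whereas over the 10 miRNAs of Table S2 the mean was 10.6 rows with the 2011 version and 20.9 with the 2017 version, a ratio of 1.97. The 2017 version gave more rows for 8 of the 10 miRNAs and fewer for 2.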

Other observations

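The lengths of reads with the start of some miRNAs differed between the flag leaf and panicle libraries. Effects of tissue and of library processing on these lengths cannot be told apart. As the reads were not mapped, it was not tested whether all of them come from these miRNAs. Reads that begin with the first 16 nt of osa-miR159b were most often 17 nt long in the flag leaf, with 43.7% of them in control and 49.7% after heat, and 21 nt long in the panicle, with 89.9% in control and 81.9% after heat. Reads of exactly osa-miR159b thus took a smaller part of the reads of this start in the flag leaf. The FC of miR159b between panicle and flag leaf was 4.03 by exact sequence and 2.88 over reads of 19 to 24 nt with the same first 18 nt. Both values leave out the reads of 17 nt. Reads of any length with the first 16 nt of osa-miR159b numbered 22487 in flag leaf control and 36834 in panicle control. The size of the difference thus depends on the read lengths counted. Within the miR164 family, miR164a, named after its values were seen, had 227 RPM in flag leaf control and 445 RPM after heat, while miR164d, which differs from it at its end, was higher by an FC of 3.85. miR172b (GGAATCTTGATGATGCTGCAT), singled out after its values were seen, had 4 reads in flag leaf control and 154 after heat (FC 5.51, counting interval 4.29 to 7.57), whereas miR172a, of the same phase change list, was lower.

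GGGGATGTAGCTCAGATGGTAGA was the most abundant of the predicted miRNAs of Table S2, and reads with its first 16 nt were spread over several lengths in the flag leaf. The commonest length was 20 nt there, with 25.6% of them in control and 26.7% after heat, and 16 nt in the panicle, with 47.4% in control and 79.9% after heat. For comparison, 21 nt made up 98.1% of the reads with the start of osa-miR164d and 97.0% of those with the start of TCTCGGATCAGGCTTCATTCC in flag leaf control. GGGGATGTAGCTCAGATGGTAGA carries the A box motif of tRNAs at the position at which tRNAs hold it, and none of the other predicted miRNAs of Table S2 does.

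Of the 5 predicted miRNAs of Table S2, 4 overlap a listed miRNA. ATCAGGAGAGATGACACCGACA and TCGGCCTCGTGGATGGACCAGGAG share 21 nt with miR1432 and miR820a, TCTCGGATCAGGCTTCATTCC shares 19 nt with miR166i, and TTGAGTGCAGCGTTGATGAAC shares 18 nt with both miR397a and miR397b.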
